A study of Mus musculus with 2 samples. Its data were reported in "Ptbp1 is not required for retinal neurogenesis and cell fate specification" (2025).

How the data were processed

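Retinas of 1 Ptbp1-Ctrl mouse (Chx10-Cre) and 1 Ptbp1-KO mouse (Chx10-Cre;Ptbp1lox/lox), both 30 days old (P30), were dissociated and profiled by droplet single-cell RNA sequencing, giving 1 library per genotype. Chx10-Cre is a transgene that drives Cre recombinase in retinal progenitors, so that cells descending from them lose the floxed part of Ptbp1. The 2 samples were assigned to their genotype from the genotype given in the sample labels. Each cell was assigned to its sample from the sample name in the deposited cell table.

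The authors prepared 10x Genomics Chromium libraries, aligned the reads to the mouse genome mm10 with Cell Ranger 7.0.1 and filtered the cells in Seurat. The deposited count table held raw unique molecular identifier (UMI) counts for 25778 genes in 30943 cells, with no normalization. The gene annotation the authors counted against, and whether they counted intronic reads, were not stated. The deposited cell table gave total UMI counts and genes with a UMI for each cell, the percent of UMIs from mitochondrial genes, a cluster number and a cell type name. The filter stated by the authors kept cells whose genes numbered above 200 and below 5000, whose UMIs lay above 700 and below 10000, and whose mitochondrial share was under 20%. All 30943 deposited cells met it, and the study's text was not found to state a cell number to set beside them. For all 30943 cells the sum over genes equalled the deposited total, and the percentage over the 13 mitochondrial genes differed from the deposited percent by at most 5e-14. The 21 clusters carried numbers from 0 to 22, with 8 and 17 not occurring. The authors assigned cell types from marker genes, and the deposited cell table names 7 of them, namely rods, cones, bipolar cells (BC), amacrine cells (AC), Müller glia (MG), retinal ganglion cells (RGC) and horizontal cells (HC), and these names were used as deposited. RGC and HC had no cluster of their own: all 24 HC and 220 RGC lay in 1 deposited cluster with 771 AC, and 1 RGC lay in a cluster of rods. How these cells were told from AC was not stated. A further 2 columns of per-cell values in the cell table were not used.

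Cells of 1 animal are not replicates, so no test between genotypes was run, and no p-value, standard error or number of changed genes is given. The study compared cells with a Wilcoxon rank sum test, which was not used here for that reason. UMIs were summed over the cells of each sample and cell type and expressed as CPM, the UMIs of a gene per 1000000 UMIs of that sum, with exact Poisson intervals. Ratios are log2 of the Ptbp1-KO level over the Ptbp1-Ctrl level, with an exact conditional binomial interval. Shares of cells have exact Clopper-Pearson intervals. All intervals are at 95% and cover counting error only. They do not cover differences between animals, dissociations or libraries, none of which can be separated from the genotype in this design. To compare shares of cells with a UMI at equal depth, each cell was thinned to 1000 UMIs and shallower cells were left out.

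For each gene list, the median log2 ratio was set beside 10000 random lists of the same size, in which each gene was replaced by one drawn from its 50 neighbours in mean expression on either side. Genes with fewer than 20 UMIs over both samples were left out of list medians. A count of 0 in a random gene was set to 3 counts. The spread of log2 ratios was measured per cell type as the distance from the 5th to the 95th percentile over genes with a mean CPM of at least 50, after the sums of each type and sample had been thinned to the same number of UMIs. Beside it stands the mean width from 100 simulated pairs of libraries with equal proportions, which is the width that counting alone gives. Types with fewer than 1000000 UMIs in a sample, the RGC and HC, were left out of the spread and of the genes named by size.

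The genes named in the text followed a rule: Ptbp1 and Ptbp2, the fixed gene lists, a check of sex with Xist and the Y genes Ddx3y, Eif2s3y, Kdm5d and Uty, and in each of 5 cell types the 5 genes with the largest and the 5 with the smallest log2 ratio among genes with a mean CPM of at least 50 and at least 50 UMIs over both samples. Further genes named in the closing observations were chosen after their values were seen. Lists taken from the study's text were MG markers (Sox9, Apoe, Glul, Rlbp1), MG upregulated genes (Ptbp2, Fxyd6, Mt1, Mt3), rod genes described as increased (Pde6g, Guca1a, Pdc, Rcvrn, Rom1, Nrl, Nr2e3) or decreased (Otx2, Prdm1), and cone genes described as increased (Pde6c, Rcvrn, Guca1a) or decreased (Arr3). The study picked these genes on the same cells, apart from the MG markers, so their values are not independent evidence. Separate lists covered neuronal and neurogenic genes in MG (15 genes, of which Neurog2, Hes6, Dll1, Sox4, Sox11, Elavl3, Elavl4, Stmn2, Tubb3, Snap25, Syt1 and Map2 had enough UMIs, and the others are not reported here) and genes of the dissociation stress response (Fos, Fosb, Jun, Junb, Egr1, Atf3, Ier2, Hspa1a, Hspa1b, Dnajb1, Btg2, Zfp36). The gene lists, the measures, the naming rule and the alternatives except those said to be added were chosen before the data were examined. The minimum of 20 UMIs in a list was set later.

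Gene coordinates are those of GENCODE release M21 on GRCm38 (mm10), matched by gene name. Of the 25778 genes, 25130 (97.5%) had 1 match. The deposited values are counts per gene and do not say which exon or intron a read came from.

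Alternatives tried were TMM scaling (edgeR 4.0.16), totals without mitochondrial genes or without the 50 most abundant genes of a type, the mean of each cell's own CPM, cells thinned to 1000 UMIs, cells with at least 1000 UMIs and less than 10% mitochondrial UMIs, and subtraction of a background proportional to the whole library, with its size set from the rod RNA found in the type. A further alternative was a new clustering of the counts (4000 variable genes, 12 principal components, 20 neighbours, Leiden resolution 0.5, giving 19 clusters). Its clusters were named from fixed markers by 4 rules in turn, each of the later ones written after the names of the one before had been compared with the deposited names. The share of cells with the deposited name went from 50.4% under the first rule to 91.7%, 96.8% and 98.2%. The 98.2% was therefore reached by tuning and is no independent check of the deposited names.

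Doublets were kept in the values reported here. Scrublet, run within each sample in scanpy 1.11.5 at an expected rate of 10%, marked 2 of 16421 Ptbp1-Ctrl cells and 0 of 14522 Ptbp1-KO cells, and so did not work on these cells. Leaving out the 10% of cells with the highest doublet score in each sample was added as an alternative after seeing the data. The computation of ratios, intervals and spread was tested on simulated data for the MG comparison with 4205 genes, of which 200 were changed. The interval held the true ratio for 95.6% of genes, all 200 changed genes were recovered, and equal proportions gave 1.01 times the counting width. The summed counts were drawn from the counting model that the intervals assume, and the changes were set at a log2 of at least 1 in size. Variation between cells was not simulated. The simulation therefore checks the computation, and not whether counting error describes these cells. Other tools were Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, Matplotlib 3.10.9 and R 4.3.3.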

Results

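Single-cell RNA sequencing of whole P30 retina was used to ask whether loss of Ptbp1 in retinal progenitors alters the cell types or the gene expression of the mature retina. Ptbp1 encodes an RNA-binding protein that represses neuronal splicing, and Ptbp2 is its paralog. There was 1 Ptbp1-Ctrl library and 1 Ptbp1-KO library, each from 1 mouse, so every difference below lacks a replicate check and compares these 2 libraries. The Ptbp1-Ctrl library held 16421 cells with 32758836 UMIs, and the Ptbp1-KO library held 14522 cells with 35328593 UMIs. Median depth was 1442 UMIs and 950 genes per cell in Ptbp1-Ctrl and 1740 UMIs and 1109 genes in Ptbp1-KO. Ptbp1-KO cells were deeper in rods, cones, BC, AC, MG and RGC, most of all in AC, where the median was 1.51 times that of Ptbp1-Ctrl. Summed over cells, the 5 cell types compared by gene held between 1425527 UMIs (cones of Ptbp1-KO) and 14494233 UMIs (rods of Ptbp1-KO) per sample. RGC (213051 and 183610 UMIs) and HC (110776 and 42851 UMIs) were too shallow for comparisons across genes.

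The targeted gene was examined first, as a check of the labels. Ptbp1 lies on chromosome 10 of mm10, from 79854427 to 79864771 on the plus strand. In MG of Ptbp1-Ctrl, 294 Ptbp1 UMIs gave 49.8 CPM (95% interval 44.3 to 55.8), whereas 6 UMIs in MG of Ptbp1-KO gave 1.18 CPM (0.433 to 2.57). The log2 ratio was −5.40 (−6.86 to −4.26). In rods Ptbp1 fell from 19.6 CPM (255 UMIs) to 0.276 CPM (4 UMIs), a log2 ratio of −6.15 (−8.03 to −4.77). BC had 204 UMIs in Ptbp1-Ctrl and 1 in Ptbp1-KO, for a log2 ratio of −7.74 (−13.05 to −5.24). AC had 41 and 2 UMIs (log2 −5.34, −8.43 to −3.39) and cones 24 and 1 (log2 −4.29, −9.65 to −1.68). The 5 and 0 UMIs in RGC and the 2 and 0 in HC could not resolve a difference, since the intervals of their log2 ratios reached 0.34 and 3.78. Ptbp1 was thus lower in the library labelled Ptbp1-KO in each of the 5 types, under every scaling and cell filter tried that gave a value. The alternative that moved a Ptbp1 ratio most was background subtraction in cones, which gave a log2 ratio of −1.20.

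A Ptbp1 UMI was seen in 263 of 1720 MG of Ptbp1-Ctrl (15.3%, 13.6 to 17.1) and in 4 of 1184 MG of Ptbp1-KO (0.338%, 0.0921 to 0.863). Rods of Ptbp1-Ctrl, taken as the cells that should lack Ptbp1, had a UMI in 251 of 10058 cells (2.496%, 2.20 to 2.82), at a median depth of 1088 UMIs against 3333 in MG. At 1000 UMIs per cell the shares in Ptbp1-Ctrl were 4.99% in MG (3.99 to 6.15), 2.31% in BC (1.81 to 2.91), 2.08% in AC (1.11 to 3.53), 1.76% in rods (1.44 to 2.13) and 1.70% in cones (0.817 to 3.10). The share in MG of Ptbp1-Ctrl was thus above that in each neuronal type beyond counting error. In Ptbp1-KO the thinned shares were 0 of 1173 MG, which allows up to 0.314%, 0 of 2507 BC (up to 0.147%), 0 of 892 AC (up to 0.413%), 1 of 425 cones (0.235%) and 1 of 6175 rods (0.0162%). Thinning left out 57 MG and 4155 rods of Ptbp1-Ctrl, and 11 MG and 3126 rods of Ptbp1-KO.

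Ptbp2 lies on chromosome 3, from 119718742 to 119784466 on the minus strand. In MG it rose from 203 CPM (192 to 215, 1201 UMIs) to 308 CPM (293 to 324, 1567 UMIs), a log2 ratio of 0.60 (0.49 to 0.71). In rods the log2 ratio was 0.12 (0.03 to 0.20), from 156 to 170 CPM, and TMM scaling took it to 0.02. No difference beyond counting error was detectable in cones (−0.15, −0.43 to 0.13), BC (−0.03, −0.12 to 0.05) or AC (0.03, −0.15 to 0.21). The MG ratio ranged from 0.43 with cells thinned to 1000 UMIs to 0.72 after background subtraction, and the largest move was that of the cone ratio, to −0.94 after background subtraction. At 1000 UMIs per cell, 18.8% of MG of Ptbp1-Ctrl (16.97 to 20.8) and 23.8% of MG of Ptbp1-KO (21.4 to 26.3) had a Ptbp2 UMI, against 47.4% and 68.8% without thinning.

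**Figure D1:**
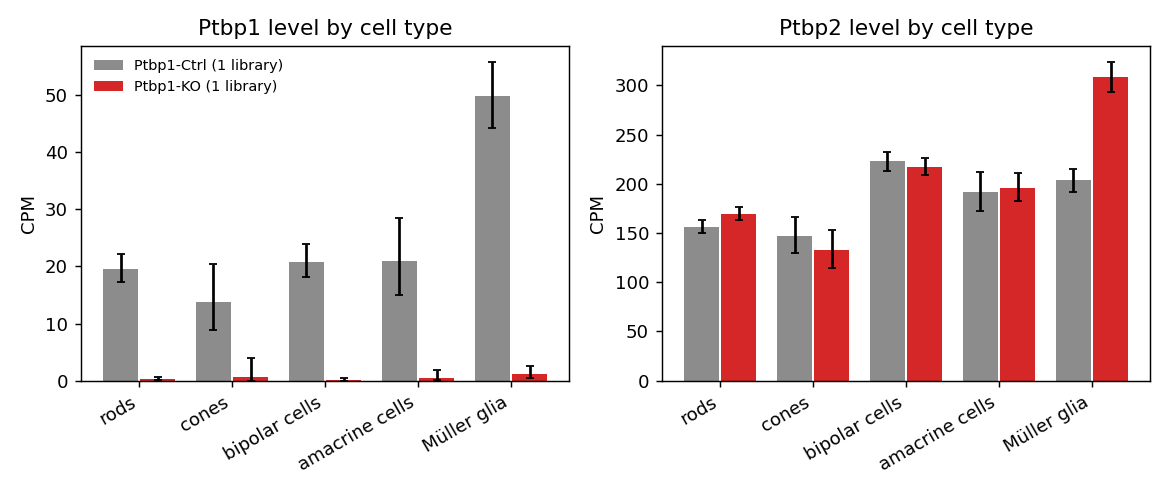
Level of Ptbp1 (left) and Ptbp2 (right) in CPM by cell type, with grey bars for the 1 Ptbp1-Ctrl library, red bars for the 1 Ptbp1-KO library and 95% Poisson intervals that cover counting error only. Ptbp1 was highest in MG of Ptbp1-Ctrl (49.8 CPM) and near 0 in each type of Ptbp1-KO, while the Ptbp2 bars differed most in MG (203 and 308 CPM).

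The proportions of the cell types were compared next, to ask whether cell composition was similar in the 2 retinas. Rods made up 61.3% of Ptbp1-Ctrl cells (60.5 to 62.0) and 64.0% of Ptbp1-KO cells (63.3 to 64.8). BC made up 19.5% (18.8 to 20.1) and 17.6% (16.9 to 18.2). MG made up 10.5% (10.01 to 10.95, 1720 cells) and 8.15% (7.71 to 8.61, 1184 cells), and cones 3.85% (3.56 to 4.15) and 3.02% (2.75 to 3.31). AC showed the largest relative difference among types of more than 100 cells per sample, from 4.12% (3.82 to 4.43, 676 cells) to 6.51% (6.11 to 6.92, 945 cells), a ratio of 1.58. For RGC (0.755% and 0.668%) and HC (0.104% and 0.0482%, from 17 and 7 cells) the intervals overlapped. The differences in the 5 larger types exceeded counting error. However, shares of 2 dissociated retinas also vary between animals and dissociations, which these libraries do not measure. The paper also counted stained cells on P30 sections of several retinas per genotype. It found no significant change for its markers of MG, cones, ganglion cells, amacrine with ganglion cells, or bipolar cells with photoreceptors. The ratio under the HC name moved most, from 0.466 to 1.61 under the third rule for naming a new clustering. That 1.61 is the ratio of a cluster of 482 cells, 94.6% of them deposited AC, so it does not describe HC. The rod ratio went to 0.479 under the first rule, which left 48.2% of cells unnamed. The AC ratio was 1.33 under the third naming rule, which left that cluster out of AC, and 1.41 under the last one. It was 1.70 as a share of cells other than rods. It was 1.98 when Ptbp1-KO cells were thinned to the depth of Ptbp1-Ctrl AC before the UMI minimum.

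Canonical MG markers were compared within MG. Glul had 9602 CPM in Ptbp1-Ctrl and 9869 CPM in Ptbp1-KO, Apoe 8440 and 8909 CPM, and Rlbp1 1899 and 1908 CPM. Sox9 fell from 583 CPM (563 to 603) to 493 CPM (473 to 512), a log2 ratio of −0.24 (−0.32 to −0.17). The median log2 ratio of the 4 markers was 0.02, at percentile 66.7 of random lists matched on expression, and it was −0.00 with cells thinned to 1000 UMIs and −0.04 after background subtraction. The mean of the 4 ratios was negative, at −0.03.

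The genes that the study named as upregulated in MG were all higher in Ptbp1-KO. Besides Ptbp2, Fxyd6 (chromosome 9, 45370185 to 45396159) rose from 205 to 481 CPM (log2 1.23, 1.13 to 1.33). Mt1 and Mt3, neighbouring metallothionein genes on chromosome 8, rose from 1357 to 2457 CPM (log2 0.86, 0.82 to 0.90) and from 203 to 485 CPM (log2 1.25, 1.15 to 1.35). The median of the 4 genes was 1.04, above all 10000 random lists, but the study named them among the strongest changes in these cells. The paper adds that earlier work found them upregulated after loss of Ptbp1 in mature MG. Those earlier data were not analysed here.

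Rod genes described as increased in the study were lower in rods of Ptbp1-KO, all 7 of them. Pde6g fell from 4659 CPM (4622 to 4696) to 3548 CPM (3517 to 3578), with the most negative log2 ratio, −0.39 (−0.41 to −0.38), and Rcvrn had the least negative, −0.17 (−0.19 to −0.14). Nr2e3 (−0.36) and Nrl (−0.32) were also lower. The list median was −0.22, at percentile 1.40 of random lists. The rod genes described as decreased, Otx2 and Prdm1, were higher in Ptbp1-KO, with log2 ratios of 0.39 (0.33 to 0.45) and 0.45 (0.34 to 0.56) and a median at percentile 99.3. In cones, Pde6c (−0.34), Rcvrn (−0.26) and Guca1a (−0.22), described as increased, were lower, with a median of −0.26 at percentile 3.32. Arr3, described as decreased, rose from 7101 to 8371 CPM (log2 0.24, 0.20 to 0.27), at percentile 88.1 of single random genes. In both cell types the direction of each list median was therefore opposite to the one described, and no alternative changed it. The alternative that moved the rod median furthest was TMM scaling, at −0.32, and cells thinned to 1000 UMIs also gave −0.32.

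**Figure D2:**
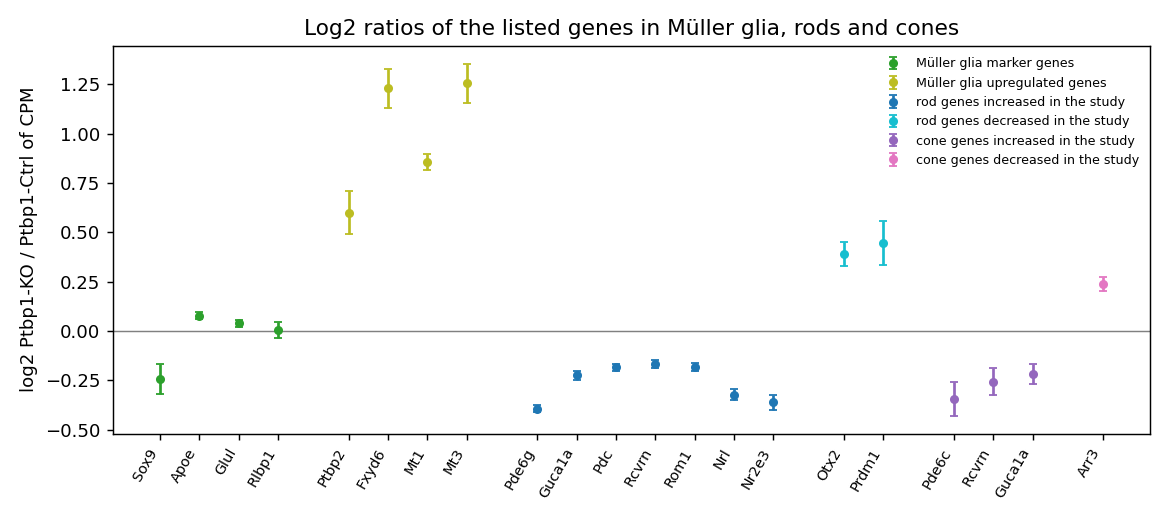
Log2 ratio of CPM, Ptbp1-KO over Ptbp1-Ctrl, for each gene of the lists taken from the study, measured in MG, rods or cones. Points are the ratios of 1 library to 1 library and lines the 95% intervals for counting error. MG upregulated genes lie from 0.60 to 1.25, and the rod and cone genes described as increased lie below 0.

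Neuronal and neurogenic genes in MG were examined because loss of Ptbp1 had been proposed to induce them in glia. Of the 15 genes 12 had enough UMIs. Of the 12, 6 were higher and 6 lower in Ptbp1-KO, with a median log2 ratio of 0.03 at percentile 56.2. The alternative that moved the median most was the thinning of cells to 1000 UMIs, to −0.31. The mean was 0.15 and rested on Sox11, which had 3 UMIs in Ptbp1-Ctrl and 18 in Ptbp1-KO (log2 2.80, 1.02 to 5.21). Syt1 fell from 658 CPM (637 to 679) to 402 CPM (385 to 420), a log2 ratio of −0.71 (−0.79 to −0.63), and it fell further, to −1.33, without the cells of highest doublet score. MG in both samples also contained rod RNA, with the 7 rod genes described as increased at a median of 16.7% of their level in rods in Ptbp1-Ctrl and 15.6% in Ptbp1-KO, so UMIs of neuronal genes in MG can include RNA of other cells.

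Genes of the dissociation stress response were measured in each type, since they differ between preparations. Their median log2 ratio was −0.21 in rods (percentile 0.01, 3 of 12 genes higher), −0.03 in cones (percentile 30.1), 0.14 in BC (percentile 91.5), −0.05 in AC (percentile 25.6) and 0.09 in MG (percentile 91.7, 9 of 12 genes higher). In cones the mean was 0.01, of the opposite sign to the median. In AC the median changed to 0.16 without the cells of highest doublet score and to −0.37 after background subtraction, so its sign was not determined.

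To ask in which cell type the 2 libraries differed most, the spread of log2 ratios over genes was compared at 1425527 UMIs per type and sample. The distance from the 5th to the 95th percentile was 0.881 in MG, over 4205 genes, against 0.579 from counting alone, a ratio of 1.52. The ratio was 1.41 in rods (0.796 against 0.564), 1.41 in cones (0.795 against 0.565), 1.35 in AC (0.768 against 0.570) and 1.31 in BC (0.743 against 0.569). The MG width exceeded the width in each other type by more than its counting interval of 0.0291 to either side. The minimum expression moved these ratios most. With genes of at least 200 CPM the ratio was 2.71 in MG and between 1.95 and 2.25 in the other types. MG had the largest ratio in each alternative except the thinning of cells to 1000 UMIs, where rods had 1.54 and MG 1.45 at 1173000 UMIs per type and sample.

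**Figure D3:**
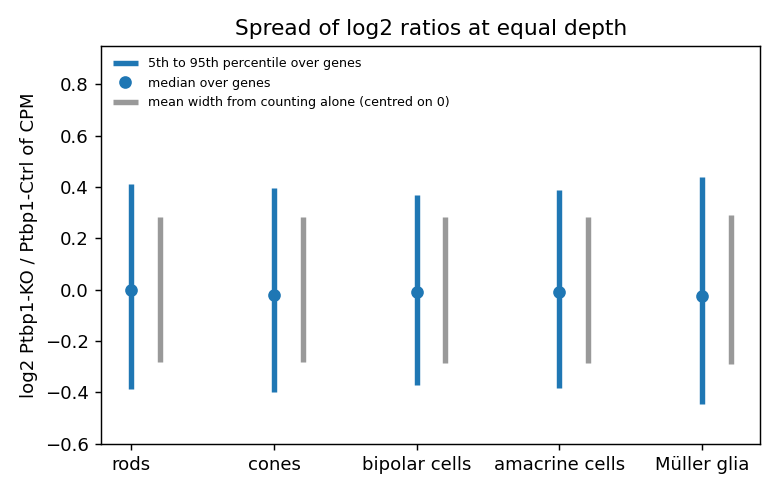
Spread over genes of the log2 ratio, Ptbp1-KO over Ptbp1-Ctrl, in 5 cell types at 1425527 UMIs per type and sample (1 library per genotype). Blue lines run from the 5th to the 95th percentile with a point at the median, and grey lines show the mean width from counting alone, centred on 0. The blue line is longest in MG (0.881) and exceeds the grey line in every type.

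The genes with the largest ratios in each type were named by size. In MG, Spc25 (chromosome 2, 69193895 to 69206194) fell from 1281 CPM (1253 to 1311, 7568 UMIs) to 14.7 CPM (11.6 to 18.5, 75 UMIs), a log2 ratio of −6.44 (−6.79 to −6.11). At 1000 UMIs per cell it was seen in 63.5% of MG of Ptbp1-Ctrl (61.1 to 65.8) and 1.19% of MG of Ptbp1-KO (0.654 to 1.99), and in 85.7% and 6.08% without thinning. In rods of Ptbp1-Ctrl the share at 1000 UMIs per cell was 1.07%, and it was 1.48% without thinning, at a median of 1088 UMIs against 3333 in MG. Kcnn2 (−2.17), Ninj2 (−1.31), Gm47283 (−2.20) and Cox7b (−1.37) were the other lowest genes in MG. The highest was Sntg1 (chromosome 1, 8361475 to 9299878), which rose from 32.2 CPM (27.8 to 37.1) to 204 CPM (192 to 217), a log2 ratio of 2.67 (2.44 to 2.90). Sntg1 was seen in 2.59% and 17.1% of MG at 1000 UMIs per cell (7.38% and 44.0% without thinning). It was followed by Kcnk1 (1.94), Cacna2d2 (1.61), Lgals3 (1.47) and the lincRNA Gm30835 (1.46).

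In cones, Diaph2 (chromosome X, 129749742 to 130465834) rose from 99.7 CPM (85.4 to 116) to 1224 CPM (1167 to 1283), a log2 ratio of 3.62 (3.39 to 3.85). At 1000 UMIs per cell 7.98% of cones of Ptbp1-Ctrl (5.92 to 10.5) and 65.4% of cones of Ptbp1-KO (60.7 to 69.9) had a Diaph2 UMI (20.4% and 91.6% without thinning), while in rods the shares were 8.28% and 9.96%. The other highest genes in cones were Abhd14b (2.48), Gm31615 (2.11), Abcd4 (1.58) and Car8 (1.33), and Gm31615 had no match in the annotation. In rods the antisense gene Gm11342 (chromosome 13, 24335937 to 24414803) went from 6 to 1597 UMIs, a log2 ratio of 7.90 (6.78 to 9.35), and Slc17a1 (chromosome 13, 23867750 to 23895730) from 29 to 1697 UMIs, a log2 ratio of 5.72 (5.19 to 6.30). Poc1a (3.55), Abhd14b (2.63) and Enox1 (1.51) followed. Gm19667 (chromosome 9, 105470520 to 105480194), also antisense, was the lowest in rods, falling from 275 to 26.6 CPM (log2 −3.37, −3.52 to −3.22), followed by Gm47283 (−2.16), Magt1 (−1.49), Gm10260 (−1.35) and Cox7b (−1.18). The counting was not stated to use strand, so reads of genes overlapping the antisense genes are not excluded.

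In BC the highest ratio, 10.90 for Hbb-bs, came from 1 cell that held 1997 of the 2001 Hbb-bs UMIs in Ptbp1-KO. It was followed by Abhd14b (1.34), Abcd4 (1.26), Zfp365 (0.85) and Nmnat3 (0.84), and Snhg11 (−1.29) was among the lowest. In AC, Slc15a2 rose from 26.1 to 83.2 CPM (log2 1.67, 1.24 to 2.13), followed by Erbb4 (1.20), Hpgd (1.05), Kit (0.98) and Wdr6 (0.84), and Mid1 (−0.98) was among the lowest. Gm47283, which the annotation places on chromosome Y from 90784738 to 90816464, and Cox7b on chromosome X, from 106015700 to 106022450, were among the 5 lowest genes in each of the 5 types. Gm47283 had log2 ratios from −2.16 in rods to −2.53 in AC, and Cox7b from −1.18 in rods to −1.37 in MG. Gm10260 was among the lowest in rods, cones, BC and AC, and Rpl29 (chromosome 9, 106429454 to 106431568) in cones, BC and AC, where Rpl29 had log2 ratios of −1.13, −1.04 and −1.02. In cones Syne1 (−1.27) completed the lowest genes. Abhd14b, higher in rods, cones and BC, was lower in MG (−0.33, −0.58 to −0.08). Gm47283, Gm10260, Rpl29 and Mid1 have similar copies elsewhere in the genome that can share reads, so their levels are uncertain. Which genes were named depended on the minimum expression, and with at least 200 CPM only 2 of the 10 genes in rods and 3 of the 10 in MG remained. The largest move of a ratio among the genes named by size was that of Snhg11 log2 KO/Ctrl in bipolar cells, to −2.49 after background subtraction. None of these ratios changed sign under the alternatives that gave a value.

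The sex of the mice was checked with Xist and the Y genes. Xist had 5 UMIs in Ptbp1-Ctrl and 6 in Ptbp1-KO. Uty had 6164 and 7085 UMIs, Eif2s3y 5807 and 6983, Ddx3y 2891 and 3481, and Kdm5d 1413 and 1693. Both libraries thus had Y transcripts at 43.1 CPM or more and Xist at 0.170 CPM or less.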

Values the study reported

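The paper describes a more than 10-fold drop in Ptbp1-stained MG in Chx10-Cre;Ptbp1lox/lox retinas at P30. On P30 sections of several retinas per genotype it found no significant change in cells stained for Sox9, HuC/D with NeuN, Otx2, Rbpms or cone arrestin. In its bulk RNA-seq of E16 retina, not analysed here, 2075 genes differed significantly between heterozygous and homozygous mutants. It describes higher Ptbp2 in the homozygous mutants of those data. For the single-cell libraries it describes broadly similar cell type proportions, higher expression of a set of phototransduction genes with Nrl and Nr2e3 in rods, lower Otx2 and Prdm1 in rods, and lower Arr3 in cones. The libraries are described as coming from female mice.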

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

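Leaving out the cells of highest doublet score and the test of Sox11 against free RNA were chosen only after the result was seen. Sox11 stood out because its difference between the libraries had opposite directions in MG and BC. In MG it went from 3 UMIs in Ptbp1-Ctrl to 18 in Ptbp1-KO, a log2 ratio of 2.80 (1.02 to 5.21). In BC it went from 18 to 5 UMIs, a log2 ratio of −1.91 (−3.70 to −0.43). The difference between the 2 cell types was not tested, since each value comes from 1 library per genotype, and MG and BC were among several types and genes looked at.

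Each of these counts is small, and the level in MG of Ptbp1-KO was 3.54 CPM against 11.1 CPM in AC of the same library. The direction in MG held in the alternatives that gave a value, with a Sox11 log2 KO/Ctrl in Muller glia of 3.30 as the mean of each cell's CPM and 4.19 without the 10% of cells of highest doublet score, so doublets with high scores may not account for it. Free RNA could contribute to the 18 UMIs in MG of Ptbp1-KO. In proportion to all other cells, and scaled by the rod gene with the highest share in MG, it would bring 2.54 UMIs, and the 18 seen were 7.09 times as many, which argues against free RNA in that proportion as the whole source. In MG of Ptbp1-Ctrl the expected number was 3.23, and 3 were seen. The 18 UMIs lay in 17 cells. Free RNA of another composition was not tested. A biological difference due to the genotype stays open as well, and with 1 animal per genotype it is confounded with the animal and the library.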

How the results depend on the processing

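The tests without the cells of highest doublet score, with the 3 earlier naming rules and without a UMI minimum in lists were chosen only after the result was seen. No paired analysis was possible because there was 1 sample per genotype, and for the same reason no result had a test threshold to cross. A value was taken as unmoved when it stayed within its counting interval. Of the comparisons of the main results with an alternative, 196 stayed within it, 59 moved in the same direction or without a direction called, and 3 reversed. For single named genes the numbers were 957, 90 and 3. Unless a cause is given, the cause was not tested.

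With TMM scaling the log2 ratio of Ptbp2 in rods was 0.024. The result for Muller glia marker genes, median log2 KO/Ctrl, was 0.0033, and the list medians were −0.32 for rod genes described as increased and 0.32 for those described as decreased. TMM moved the median of all genes in rods by −0.09, the largest shift of any scaling. With the mean of each cell's CPM the rod genes described as increased had a median of −0.31 and Arr3 in cones a ratio of 0.29.

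With cells thinned to 1000 UMIs the log2 ratio of Ptbp2 was 0.28 in AC and 0.43 in MG. The list medians were −0.32 for rod genes described as increased, 0.52 for those described as decreased, 0.34 for Arr3 in cones and −0.31 for neuronal genes in MG. The values for Muller glia marker genes, median log2 KO/Ctrl (−0.0042), Glul log2 KO/Ctrl in Muller glia (−0.0090) and Ier2 in rods (0.024) reversed. The spread over the counting width was 1.54 in rods and 1.45 in MG, at 1173000 UMIs per type and sample. The percent of cells with a Ptbp1 UMI was 1.76 in rods, 1.70 in cones, 2.31 in BC, 2.08 in AC and 4.99 in MG of Ptbp1-Ctrl, and 0 in BC, AC and MG of Ptbp1-KO, lower because fewer UMIs per cell were counted.

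After background subtraction Ptbp1 in cones had a log2 ratio of −1.20, and Ptbp2 had −0.94 in cones and 0.72 in MG. The median of MG upregulated genes was 0.99, and stress genes had 0.42 in BC and −0.37 in AC. The values for Muller glia marker genes, median log2 KO/Ctrl (−0.042), and Glul log2 KO/Ctrl in Muller glia (−0.026) reversed.

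The KO/Ctrl ratio of rod shares was 1.12 with stricter cells. As shares of cells other than rods, the results for cell type shares, bipolar cells KO/Ctrl and Muller glia KO/Ctrl were 0.973 and 0.839, since rods leave the total. In the new clustering the AC ratio was 1.41 under the first, the second and the last naming rule and 1.33 under the third. The third rule put the name HC on a cluster of 482 cells, 94.6% of them deposited AC. Its 1.61 under that name therefore does not describe HC. Under the first rule the rod ratio reversed to 0.479, with 48.2% of cells unnamed. The clusters named AC in the new clustering also held RGC and HC, as did 1 deposited cluster.

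With a minimum mean CPM of 20 the spread over the counting width was 1.24 in rods, 1.26 in cones, 1.15 in BC, 1.21 in AC and 1.33 in MG. With a minimum of 200 it was 2.25, 2.20, 1.95, 2.01 and 2.71 in the same order. Of the 10 genes named by size in each type, those shared with the minimum of 20 numbered 6 in rods, 3 in cones, 2 in BC, 2 in AC and 3 in MG, and with the minimum of 200 they numbered 2, 5, 4, 2 and 3. These choices follow from which genes pass. Without the cells of highest doublet score the spread ratio was 1.30 in rods, 1.27 in AC and 1.45 in MG, at 1109355 UMIs per type and sample against 1425527 with all cells. Fewer UMIs widen the counting width, which by itself lowers this ratio, so these values do not isolate an effect of leaving out the cells.

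Totals without mitochondrial genes or without the 50 most abundant genes moved no result beyond its interval. Removing the cells that Scrublet marked tested nothing, since it marked 2 cells. Background subtraction gave no value in rods, and thinning gave no spread in cones and AC. The new clustering gave no share for RGC, and for HC only the value of a mostly AC cluster under the third rule. Depth limited RGC and HC most, with 183610 and 42851 UMIs in Ptbp1-KO.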

Other observations

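The tests of cytoplasmic RNA, of exchanged sample names, of genetic background, of Mt1 and Mt3 in rods, of Ptbp1 in neurons and of neuronal genes in MG against all other cells were chosen only after the result was seen, and for cytoplasmic RNA, for Mt1 and Mt3 and for the share of neuronal genes in MG the decision to leave the explanation open was made once the values were known. With 1 animal and 1 library per genotype, a biological difference due to genotype stays open for each pattern below and is confounded with the animal and the library.

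Both libraries carried Y transcripts, with Uty at 188 CPM in Ptbp1-Ctrl and 201 CPM in Ptbp1-KO, and nearly no Xist (5 and 6 UMIs). The sex given in the study's methods was female for both mice, which differs from these values. No explanation for this was tested.

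The rod genes described as increased had a median log2 ratio of −0.22 in rods, and Otx2 and Prdm1 had 0.39 and 0.45. These directions, and those of the cone lists, are opposite to the ones in the study's text. Deeper cells in Ptbp1-KO as the whole cause are argued against by a median of −0.32 with cells thinned to 1000 UMIs, and a few abundant genes by −0.24 with the 50 most abundant genes left out of the total. Exchanged names of the libraries are argued against by Ptbp1 itself, with a log2 ratio of −5.40 in MG. Matching rods on mitochondrial percent gave −0.19, but that percent is an indirect measure of cytoplasmic RNA, so less cytoplasmic RNA in rods of Ptbp1-KO and a change in expression cannot be told apart. Malat1, a nuclear RNA, had a log2 ratio of 0.32 in rods. The same list was also lower in cells that should not express most of it, with medians of −0.37 in BC, −0.31 in AC and −0.34 in MG, while the medians were 0.25 in RGC and 0.31 in HC, from 17 and 7 HC. The cells named RGC held much rod RNA, with Pde6g at 2966 CPM in Ptbp1-Ctrl and 3077 CPM in Ptbp1-KO against 4659 and 3548 CPM in rods, so their median mixes the rod content of 124 and 97 cells with any change in expression and is no result for RGC. The study's own comparison and the order of its groups were not analysed here.

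Hbb-bs in BC came from 1 cell, which held 99.8% of its UMIs in Ptbp1-KO BC. The same cell held 533 of 534 Hba-a1, 272 of 274 Hbb-bt and 147 of 147 Hba-a2 UMIs among its 3633 UMIs, consistent with red blood cell RNA in that cell. A few cones with very high counts are argued against as the cause of higher Diaph2, since the share of cones with a Diaph2 UMI at equal depth was 8.20 times that of Ptbp1-Ctrl, and the tenth of Ptbp1-KO cones with most Diaph2 held 24.0% of its UMIs. Other explanations of the Diaph2 difference were not tested.

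The higher AC share in Ptbp1-KO might come from the UMI minimum removing shallow AC of Ptbp1-Ctrl. Thinning Ptbp1-KO cells to the depth of Ptbp1-Ctrl AC before the minimum left a ratio of 1.64 among cells other than rods, against 1.70 without thinning, which argues against that minimum as the whole cause. Among all cells the ratio rose to 1.98, since thinning removes rods most. At the higher UMI minimums tried the ratio ran from 1.46 to 1.58 among all cells and from 1.70 to 1.88 among cells other than rods. Loss or gain of cell types during dissociation was not tested.

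Neuronal genes in MG reached a median of 23.7% of their mean level in BC and AC in Ptbp1-Ctrl and 43.1% in Ptbp1-KO, a ratio of 1.82, while rod genes in MG reached 16.7% and 15.6% of their level in rods. The share rose for 5 genes and fell for 7, and in Ptbp1-Ctrl it ran from 1.83% for Elavl3 to 99.5% for Sox4 and 538% for Neurog2, so the ratio of medians decides nothing. In a further test, free RNA in proportion to all other cells was scaled by the rod gene with the highest share in MG. Of the 12 genes, 4 (Neurog2, Hes6, Sox4 and Map2) lay above the UMIs expected from it beyond counting error in both libraries, with 313 Sox4 UMIs against 37.0 expected in Ptbp1-Ctrl and 298 against 36.5 in Ptbp1-KO, which argues against free RNA in that proportion as the whole source for these 4. In Ptbp1-KO alone, Sox11 and Dll1 (15 UMIs against 7.75 expected) also lay above it. For the remaining genes in either library, and for Sox11 and Dll1 in Ptbp1-Ctrl, free RNA and expression in MG cannot be told apart. Some MG may also be doublets, since in a cluster of 143 MG with a median of 6400 UMIs 97.9% of cells were among the highest doublet scores, and Syt1 log2 KO/Ctrl in Muller glia went to −1.33 without such cells.

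A difference in genetic background between the 2 animals could place genes that differ alike in all 5 types near each other. Among genes with a log2 ratio of at least 0.5 in size and of the same sign in each type, 4 lay within 2 Mb of another. These were Magt1 with Cox7b and Mid1 with Gm21887, all on chromosome X. In 1000 random sets the mean was 0.356 and the maximum 4, and 8 of the sets reached 4. Since Mid1 and Gm21887 can share reads with copies, which would make a pair without a background difference, genetic background and other causes cannot be told apart. It was noticed afterwards, and not tested, that several genes named by size lie close together on chromosome 9, among them Poc1a (from 106281061), Rpl29 (from 106429454) and Abhd14b (from 106447459), and on chromosome 13, namely Slc17a1 (from 23867750) and Gm11342 (from 24335937).

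Mt1 and Mt3 were also higher in rods of Ptbp1-KO, with log2 ratios of 0.48 and 0.79. The rise was not confined to MG and rods, with log2 ratios of 0.65 and 1.20 in cones and 0.37 and 0.76 in BC. In AC (0.14 and 0.08) no difference beyond counting error was detectable, and Mt3 was lower in the shallow RGC (−1.16). Their level in rods of Ptbp1-KO, as a share of that in MG, was 3.43 times the share of the MG markers. As rods may express these genes at a low level in either genotype, that level does not decide where the rise comes from. The rise of Mt1 and Mt3 in rods was 1.98% and 2.28% of the rise in MG. The MG markers in rods of Ptbp1-KO were at 0.918% of their MG level, so free RNA in their proportion would give a smaller rise. The counting error of these shares was not computed and each rests on 1 library per genotype. Free RNA from MG and a rise in rods therefore cannot be told apart. BC of Ptbp1-KO held Mt1 and Mt3 at 29.1% of their MG level, against 0.997% for the MG markers. Free RNA from BC was not tested.

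Ptbp1 in neurons of Ptbp1-Ctrl was at 27.6% (cones) to 42.1% (AC) of its level in MG, whereas MG markers in the same types were at 0.930% to 2.72%. The lowest ratio of these shares over the 4 neuron types was 15.5, which argues against free RNA from MG as the whole source of Ptbp1 UMIs in neurons. The study's text describes Ptbp1 protein in retinal progenitors and MG. For Ptbp1 mRNA, it describes little detectable expression in neurons in earlier single-cell data from mouse and human retina. Low Ptbp1 RNA in neurons is one possible explanation of the UMIs, and it stays a hypothesis found and tested on the same data.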
